A study of Caenorhabditis elegans with 8 samples.

How the data were processed

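The series holds 8 samples, 1 per strain and assay (input RNA-seq or m6A-RIP). Per the labels' protocols, RNA from embryos was depleted of rRNA with a kit in consecutive rounds, fragmented, and either kept as input or enriched with an anti-m6A antibody, and directional libraries were sequenced on a NextSeq instrument. Columns of the expression table were matched to strains by name, and their letters A to C were taken as the 3 biological replicates the labels mention.

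The authors deposited log2 TPM per gene and library for genome build ce11, per the labels. The aligner, counter, annotation and gene filter are not stated, nor whether counting used strand. The deposited log2 values turned back to TPM summed to 1000000 in every library over the 6910 genes listed, and none was 0. They had no floor shared by the libraries. For single-transcript genes, low values multiplied by exon length stepped evenly, which gave an estimate of reads per library (22600000 to 30300000, 93.9 to 95.6% in rRNA) and an offset that differed between libraries; this is inferred, and TPM itself keeps no depth. The step search recovered 12 of 12 simulated libraries. These held whole counts with no offset and exact lengths, an easier case than the real libraries, so this does not check the read estimates themselves. Of the listed genes, 6899 were found in the Ensembl 115 annotation (WBcel235, the same assembly as ce11) and 6851 had a symbol. All columns of the table were used.

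The authors deposited 1 peak list for N2 with a p-value or q-value per peak, a gene ID and a strand, per the file's columns. The caller, the threshold and whether replicates were pooled are not stated, so peaks allow no replicate test. The exonic lengths of 64.5% of peaks lay within 1 bp of a multiple of 30, where even lengths give 10%, so peaks were treated as the exonic part of their genomic span. Of 805 peaks, 5 had no exon base of the named gene and were left out of the placements.

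The planned scale was the deposited one if it held a shared floor, and otherwise log2(TPM + 1); the second applied. Genes with a mean of at least 1 TPM over all libraries were tested (6611). All 12 libraries were fitted in one model with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05, for each knockout against N2 and for dKO minus both single knockouts plus N2. Single values were compared with exact permutation tests. Lists were tested with camera (preset correlation 0.01) and fry: ribosomal protein genes, genes with an m6A peak, vit, msp, col and his genes, all fixed before the data were examined, and maternal transcripts (25 symbols, 24 tested) and differentiation genes (31 symbols, 26 tested), written before they were tested. The annotation and motif tests used 1000 seeded placements per peak. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used.

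The model was checked on simulated data: of 200 genes changed by a log2 of 1 among 6611, it recovered 200 in each knockout comparison and 196 in the non-additive one, with 11 to 19 other genes called among 6411. The motif test gave a permutation p of 0.002 for planted DRACH-rich windows and 0.571 for random windows over 800 peaks.

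Genes were named by a rule fixed before the data were examined: per knockout, up to 5 largest rises and 5 largest falls among genes called and with no overlap of libraries, up to 3 each way for the non-additive contrast, the targeted genes, sams-3, sams-4, sams-5, mett-10 and cyp-29A3, and the 10 peaks with the best score. Because 360 peaks tied at 0, the widest were taken, a choice made after the tie was seen. Alternatives were the filter, the pseudocount, centring, quantile normalization, the variance prior, a replicate block, the groups in the fit, a log2 change of at least 1, each library left out, and for peaks the p-value, overlap, strand, window and motif. Added after seeing the data were the deposited log2 values, rRNA left out with rescaling, correction for GC content and length, and fry after centring.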

Results

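RNA was measured in embryos of the nematode Caenorhabditis elegans from 4 strains. N2 is the laboratory wild type. The METTL5 KO strain lacks C38D4.9 (metl-5) and the ZCCHC4 KO strain lacks F33A8.4; both genes encode relatives of mammalian enzymes that place N6-methyladenosine (m6A) on ribosomal RNA. The fourth strain, METTL5/ZCCHC4 dKO, lacks both. The series holds input RNA-seq libraries and libraries enriched with an antibody against m6A (m6A-RIP). The values used here were the log2 TPM (transcript abundance corrected for length and scaled to a fixed sum per library) of 12 input libraries, 3 biological replicates per strain, and 1 list of 805 m6A peaks from N2. The expression table listed 6910 genes. TPM summed to 1000000 in each library, with ribosomal RNA genes included. From the step between low values, each library was estimated to hold 22600000 to 30300000 reads, of which 1050000 to 1470000 lay outside ribosomal RNA. The median gene was estimated to have 70.4 to 109 reads per library, which sets the precision of single genes. The peak list carries no counts, so the depth behind each peak is unknown.

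The targeted genes were examined first, as a check of the labels. F33A8.4 (WBGene00009352, chromosome II, 11045786 to 11049030, ce11) had 2.77 ± 0.301 TPM in N2 (SD, n = 3) and 2.94 ± 0.398 TPM in METTL5 KO (SD, n = 3). It had 0.657 ± 0.160 TPM in ZCCHC4 KO (SD, n = 3) and 0.596 ± 0.0721 TPM in dKO (SD, n = 3). Every ZCCHC4 KO and dKO library lay below every N2 library, and the exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. In the limma model of all genes, on the log2(TPM + 1) scale, which understates changes of low genes, F33A8.4 fell by 1.19 in ZCCHC4 KO (adjusted p 1.26e-07) and by 1.24 in dKO (adjusted p 7.49e-08). Its change in METTL5 KO was 0.064 (adjusted p 0.812). C38D4.9 (chromosome III, 4803007 to 4804753) had no row in the table, so the METTL5 KO label could not be checked by the level of its gene.

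**Figure D1:**
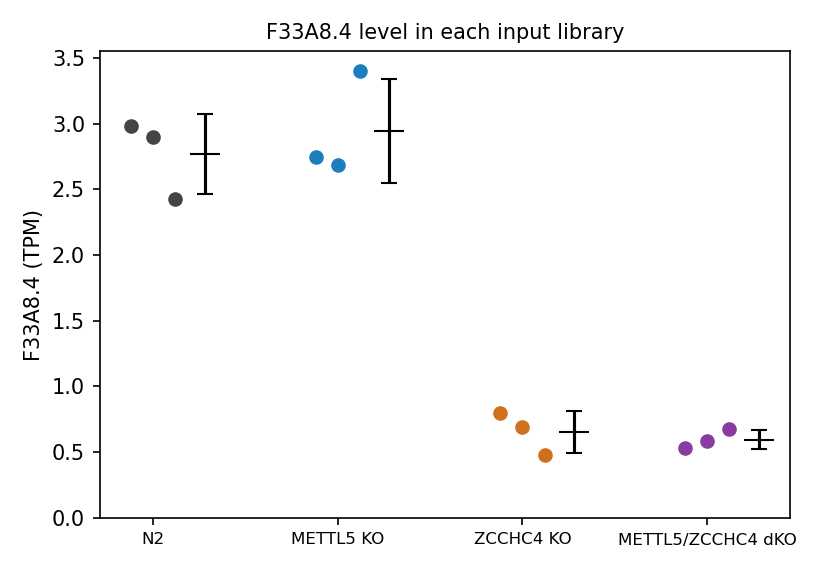
Points are the TPM of F33A8.4 in the 3 input libraries of each strain, and the bar beside them is the mean with its SD. The ZCCHC4 KO and dKO means were 0.657 and 0.596 TPM, against 2.77 TPM in N2.

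Ribosomal RNA made up most of the signal. The ribosomal RNA genes and the rRNA-like pseudogene WBGene00004677 together took 90.9 ± 0.326% of TPM in N2 (SD, n = 3), 91.8 ± 0.172% in METTL5 KO (SD, n = 3), 88.4 ± 0.205% in ZCCHC4 KO (SD, n = 3) and 89.3 ± 0.0998% in dKO (SD, n = 3). All other genes therefore shared 9.13% of TPM in N2 and 11.6% in ZCCHC4 KO. The log2 ratio of 26S (rrn-3.1, chromosome I, 15064838 to 15068346) to 5.8S rRNA (rrn-2.1, chromosome I, 15064301 to 15064453) was 0.60 ± 0.10 in N2 (SD, n = 3) and 0.68 ± 0.13 in METTL5 KO (SD, n = 3). It was 1.46 ± 0.041 in ZCCHC4 KO (SD, n = 3) and 1.77 ± 0.013 in dKO (SD, n = 3). Both strains without F33A8.4 differed from N2 with an exact permutation p of 0.1, the smallest possible, and METTL5 KO did not differ (exact permutation p 0.5). The log2 ratio of 26S to 18S rRNA (WBGene00004512 and WBGene00004513 summed) moved the other way, from 6.92 ± 0.32 in N2 (SD, n = 3) to 5.89 ± 0.060 in ZCCHC4 KO (SD, n = 3) and 5.59 ± 0.21 in dKO (SD, n = 3), each with an exact permutation p of 0.1, and was 6.82 ± 0.093 in METTL5 KO (exact permutation p 0.7, SD, n = 3). The RNA was depleted of rRNA before sequencing, so these are levels of what remained.

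The 12 libraries fell into 2 sets. The first principal component held 86.7% of the variance and parted the N2 and METTL5 KO libraries from the ZCCHC4 KO and dKO libraries. Pearson's r across genes was at least 0.97 within each set and at most 0.94 between them; genes are not independent replicates. The labels record no batch, and each set holds its own strains, so a batch that followed the sets and the F33A8.4 genotype cannot be told apart.

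**Figure D2:**
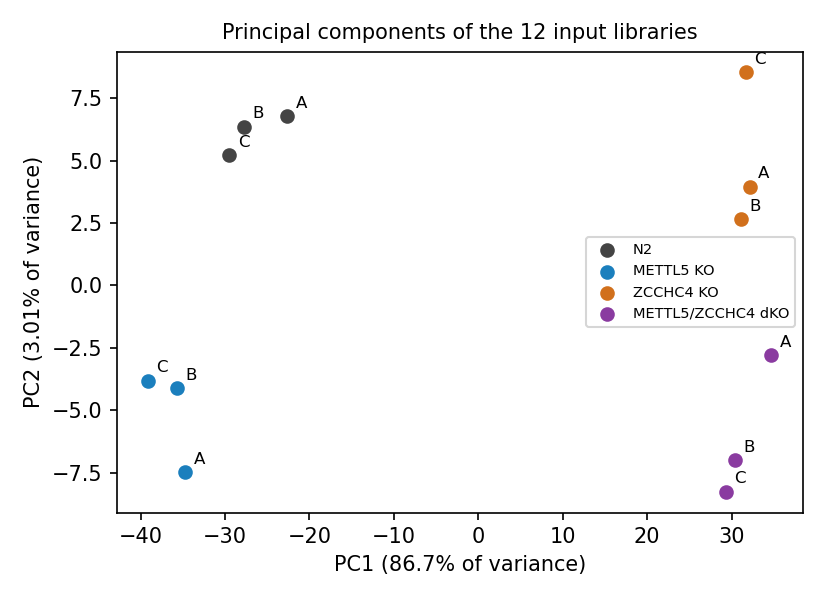
Each point is 1 input library at its first (86.7% of variance) and second (3.01%) principal component, coloured by strain and marked with its replicate letter. The N2 and METTL5 KO libraries lie at negative values of the first component and the other libraries at positive values.

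Gene expression in each knockout was compared with N2 over 6611 genes with a mean of at least 1 TPM, by limma with Benjamini-Hochberg adjustment at 0.05. In METTL5 KO, 471 genes were called, 16 higher and 455 lower. Without N2 replicate A the count was 209. In ZCCHC4 KO, 4592 genes were called, 4389 higher and 203 lower, and in dKO 4469, 4204 higher and 265 lower. The median gene shifted by -0.070, 0.45 and 0.44 on the log2 scale, so directions depended on the scaling. With each library centred on its median, 64 genes were higher and 251 lower in METTL5 KO, 1940 higher and 1922 lower in ZCCHC4 KO, and 1945 higher and 2123 lower in dKO. The libraries of the knockout and of N2 did not overlap for 25.5% of genes in METTL5 KO, 72.6% in ZCCHC4 KO and 69.0% in dKO, where chance gives 10%. Outside rRNA, the lowest estimated reads of a listed gene ran from 1.38 to 1.94 in the N2 and METTL5 KO libraries. They ran from 4.25 to 10.7 in ZCCHC4 KO and from 5.06 to 6.13 in dKO. The authors' gene filter is not stated, so genes low in the latter strains may be missing. That would favour rises there, and centring would not remove it.

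**Figure D3:**
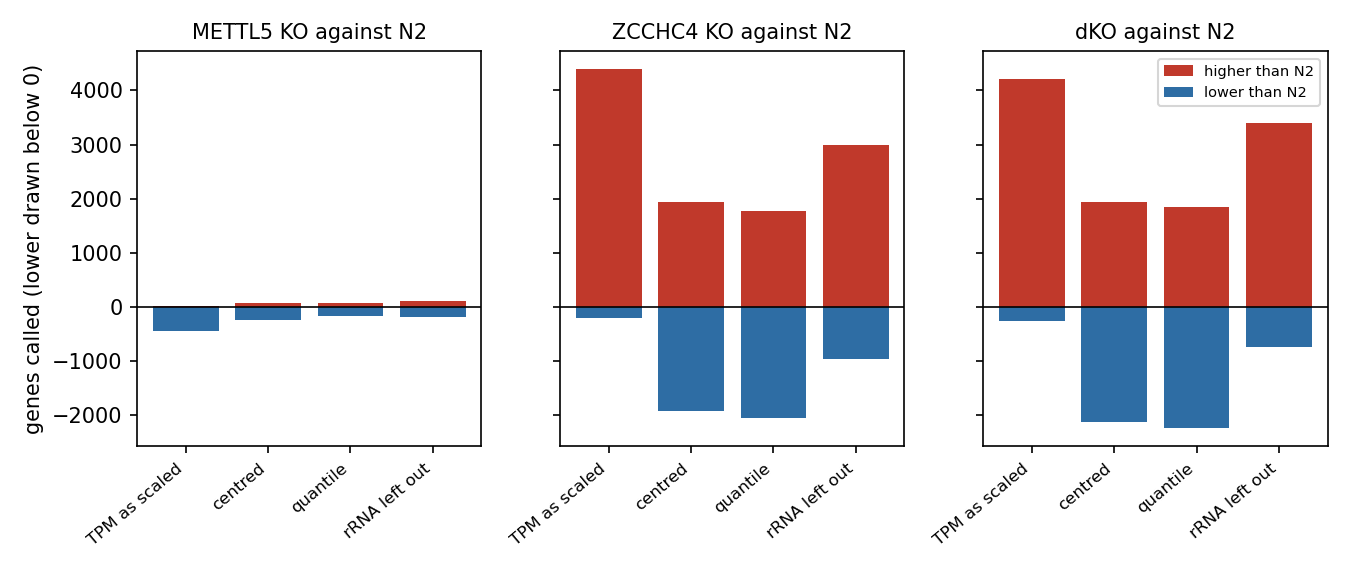
Bars count genes called by limma in each knockout against N2, those higher above 0 and those lower below 0, under 4 scalings. In ZCCHC4 KO the calls were 4389 higher and 203 lower as scaled, and 1940 higher and 1922 lower after centring.

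In METTL5 KO the largest fall was that of T08G5.11 (WBGene00014511, snRNA, chromosome V, 14028471 to 14028635), from 195 ± 17.8 TPM in N2 (SD, n = 3) to 6.29 ± 2.67 TPM (SD, n = 3). Its log2 change was -4.81 (SE 0.17, limma adjusted p 2.86e-11). It had 128 ± 4.57 TPM in ZCCHC4 KO (SD, n = 3) and 97.0 ± 11.1 TPM in dKO (SD, n = 3). An antisense ncRNA gene overlaps it and 69.0% of its 40 bp windows occur elsewhere in the genome, so its assignment of reads is uncertain. The next falls were those of pmpl-1 (-1.06), txdc-12.1 (-0.90), glrx-5 (-0.90) and R11G1.7 (-0.89). The largest rises were those of F56A12.11 (0.82), sax-2 (0.72), ZC53.1 (0.47), the pseudogene WBGene00013652 (0.44) and mek-1 (0.44). Of these 10 genes, F56A12.11, ZC53.1, WBGene00013652 and glrx-5 lost their call under at least 1 alternative.

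In ZCCHC4 KO the largest rises were those of col-165 (log2 change 3.45), rpl-35 (3.27), Y47D7A.13 (3.16), far-1 (3.07) and col-74 (3.04). The col-165 level (chromosome X, 4353618 to 4354852) was 0.523 ± 0.0523 TPM in N2 (SD, n = 3), 16.0 ± 3.84 TPM in ZCCHC4 KO (SD, n = 3) and 25.1 ± 0.886 TPM in dKO (SD, n = 3). In dKO the largest rises were those of col-165 (4.10), Y47D7A.13 (3.98), col-74 (3.67), F41F3.3 (3.64) and cut-2 (3.50). The falls in ZCCHC4 KO were led by the snRNA genes C05G6.4 (-1.59), Y47H9A.2 (-1.50), Y54G9A.8 (-1.39) and F11A5.14 (-1.29), and by the ncRNA gene F56A12.11 (-1.22). In dKO they were led by C05G6.4 (-1.84), Y47H9A.2 (-1.81), the snRNA gene Y57G11C.35 (-1.64), Y54G9A.8 (-1.47) and F56A12.11 (-1.46). These snRNA genes belong to multicopy families, so reads may be split between copies. All of these genes kept their call and direction under the 17 alternatives computed for named genes.

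The genes fixed by name before the data were examined included the S-adenosylmethionine synthetase genes sams-3, sams-4 and sams-5 and the methyltransferase gene mett-10; cyp-29A3 had no row. Of F33A8.4 and these 4 genes, 0 were called in METTL5 KO, 3 in ZCCHC4 KO and 3 in dKO, and the counts adjusted over the list alone were 0, 3 and 3. In METTL5 KO the lowest adjusted p of the 4 was 0.128, and 1353 of the 6611 genes had an unadjusted p under 0.05. The sams-3 change in ZCCHC4 KO was 0.48 (limma adjusted p 0.00048) and became -0.00030 after centring (adjusted p 0.998). The sams-4 change in dKO was 1.02 (limma adjusted p 2.01e-05) and 0.54 after centring (adjusted p 0.00544). After centring, sams-4 in ZCCHC4 KO (adjusted p 0.181) and sams-3 in dKO (adjusted p 0.474) also lost their calls, and mett-10 was called lower in ZCCHC4 KO (-0.41, adjusted p 0.0162) and dKO (-0.35, adjusted p 0.0370).

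Changes in the knockouts were compared across genes. The r between the changes in ZCCHC4 KO and dKO was 0.95 (Spearman's rho 0.94), and 4093 of the 4096 genes called in both had the same sign. The r between METTL5 KO and ZCCHC4 KO was -0.26 (rho -0.25), and 9 of 419 genes called in both had the same sign. The r between METTL5 KO and dKO was -0.18 (rho -0.17), with 18 of 390. Counts of shared signs depend on the scaling: relative to the median gene of each comparison, 41.3% of all genes had the same sign in METTL5 KO and ZCCHC4 KO, 44.3% in METTL5 KO and dKO and 90.4% in ZCCHC4 KO and dKO, where simulated unchanged groups gave 66.7%, 66.7% and 66.6%. All comparisons share the N2 libraries: 100 simulations of unchanged groups gave a mean r of 0.50 for each pair. Without N2 replicate A the r of METTL5 KO with ZCCHC4 KO was -0.12 and with dKO -0.053.

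The double knockout was tested for change beyond the sum of the single knockouts. By limma, 19 genes were called, 16 higher and 3 lower than the sum. The count was 3 after centring each library, and from 1 to 43 across the 12 fits that each left out 1 library. The excess of rises depended on the scaling: 1 gene was higher and 2 lower after centring. Quantile normalization gave 4 higher and 4 lower. Centring with GC content and length corrected gave 1 higher and 6 lower, and 3 of these 7 were among the 19. With rRNA left out and TPM rescaled, the 1 gene called was higher. T08G5.11 (4.40, limma adjusted p 2.53e-08), F41F3.3 (1.28, adjusted p 0.0355) and pmpl-1 (1.14, adjusted p 0.0384) were highest, and C05D9.7 (-0.90, adjusted p 0.0384), F23A7.8 (-0.68, adjusted p 0.0355) and F52D4.1 (-0.57, adjusted p 0.0448) were lowest. Of these, T08G5.11 kept its call under all 17 alternatives and the others under 5 to 8.

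Gene lists were compared as the list's median change minus the median of all genes, with limma's camera, adjusted over 18 tests. The 76 ribosomal protein genes were lower in METTL5 KO (-0.40, adjusted p 1.35e-43, 0 of 76 above the median gene) and higher in ZCCHC4 KO (0.83, adjusted p 2.55e-16, 72 of 76 above) and in dKO (0.69, adjusted p 1.09e-11, 69 of 76 above). These calls held under fry, with and without centring. As scaled, the fry adjusted p values were 3.53e-05, 5.56e-08 and 1.13e-07 in METTL5 KO, ZCCHC4 KO and dKO. The camera p values rest on the preset correlation of 0.01 and are too small if these genes vary together more than that. The directions held under every scaling computed. Adjusted over the list alone, 73, 74 and 75 of the 76 genes were called, and 59, 74 and 74 over all genes. The 672 tested genes with an m6A peak in an exon did not differ in METTL5 KO (0.011, adjusted p 0.965). They were slightly higher in ZCCHC4 KO (0.11, adjusted p 0.00154, 404 of 672 above) and dKO (0.11, adjusted p 0.00152, 397 of 672 above). Centring alone left these values as they were and took both calls just outside the threshold, with camera adjusted p values of 0.0592 and 0.0501, whereas fry after centring gave adjusted p values of 0.00133 for both. With GC content and length corrected as well as centring, the values were 0.081 (camera p 0.159) and 0.062 (camera p 0.329).

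The 805 N2 peaks named 679 genes, all of them in the expression table. Their p values, as the authors gave them, ran from 0 (360 peaks) to 1.3e-17. The exons of the named gene held at least 1 bp of 800 peaks; 460 of these also spanned intron bases, because a peak is listed as 1 genomic span. The other 5 met exons of another gene. Of the 800 peaks, 3 lay only in exons that are neither CDS nor UTR. Against 1000 random placements within the exons of the same gene, 786 peaks touched CDS (98.3%, expected 760, p 0.002), 61 a 5' UTR (7.63%, expected 41.4, p 0.004) and 138 a 3' UTR (17.3%, expected 146, p 0.42), by two-sided permutation tests whose smallest p is 0.002. Where at least 50% of the peak had to lie in the feature, the 5' UTR count was 10 (expected 18.7, p 0.008) and the 3' UTR count 38 (expected 76.1, p 0.002), so the direction for 5' UTRs reversed.

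The 10 peaks fixed for naming tied at a p of 0 and were taken as the widest. The widest spanned symk-1 (chromosome V, 8574021 to 8581278), with 240 exonic bp in the 5' UTR, CDS and 3' UTR. The others lay in Y108G3AL.2, riok-1, hrpu-2, pro-3, mdt-19, lin-35, H06I04.3, F56A8.3 and F53H1.4. No peak overlapped an annotated rRNA gene, an snRNA gene, sams-3, sams-4 or sams-5. One peak (chromosome I, 15060299 to 15060563) lay in part of the rRNA-like pseudogene WBGene00004677, which extends to 15061150. Another lay in the CDS of F33A8.4 (chromosome II, 11048311 to 11048577, p 5e-30), which was singled out after its value was seen.

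DRACH, the motif of mammalian mRNA m6A, occurred 16.5 times per kb of peak sequence and 16.1 ± 0.232 times per kb in the placements (SD over 1000 placements), a difference that did not pass the threshold (two-sided permutation p 0.0559). The narrower motif RRACH occurred 14.05 times per kb against 13.01 (permutation p 0.002). The ratio of DRACH matches to those expected from base composition went the other way, 0.679 in peaks against 0.743 in placements (permutation p 0.002). RRACH was not compared in this way. In the central 100 bp of each peak, DRACH occurred 15.68 times per kb against 15.67. Purines made up 65.3% of peak bases and 56.1% of placement bases (permutation p 0.002).

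**Figure D4:**
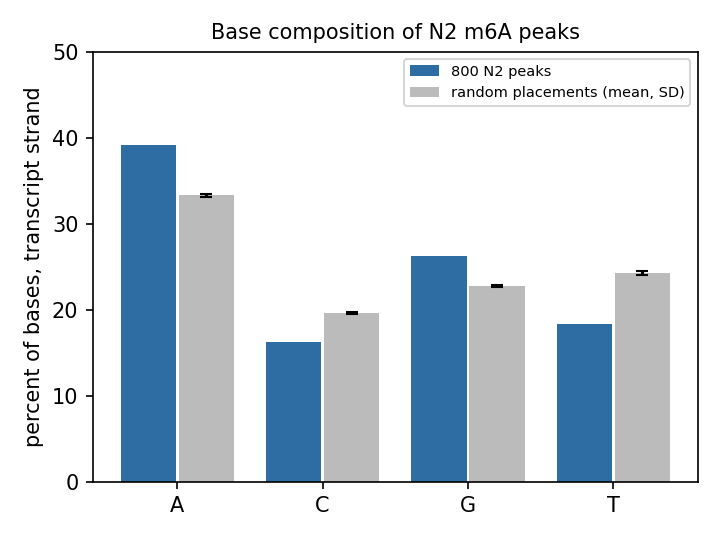
Bars give the percent of each base on the transcript strand in 800 N2 peaks and in random placements within exons of the same genes, with the SD over placements. A was 39.1% in peaks against 33.3%, and T 18.4% against 24.3%.

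Genes with a peak were expressed at a higher level in N2: their median was 2.93 on the log2(TPM + 1) scale against 2.42 for 5939 other genes (difference 0.52, two-sided permutation p 1e-05, the smallest that 100000 resamples give). Among genes with at least 5 TPM the difference was 0.12 (permutation p 0.0295). Genes with a peak also had longer exon sequence (median 2067.5 bp against 1570 bp) and more estimated N2 reads (median 176 against 82.6). Peak calling depends on transcript abundance, so easier detection could account for the higher level. The difference is therefore not shown to be a property of methylated genes.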

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

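All tests of explanations in this part were chosen after the results were seen, except those of the neighbours of T08G5.11, of reads moved to all other snRNA genes, and of GC content and length for the r between backgrounds, which were written down before they were run.

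The effect of losing METTL5 differed between the backgrounds with and without F33A8.4, by a test of the difference itself, for 19 genes. Across all genes, the changes in METTL5 KO against N2 and in dKO against ZCCHC4 KO, which share no library, had an r of 0.22. Simulations of unchanged groups gave -0.035 to 0.040, and 14 of 14 genes called in both had the same sign. The simulations drew noise independently for each gene and library, whereas deviations of same-letter libraries correlated between -0.12 and 0.18. The simulated range is therefore too narrow, and how unusual an r of 0.22 is was not settled. Both comparisons followed gene length (r 0.20 and 0.44 with log2 length). With the trends with GC content and length removed, the r between them was 0.15, so these trends were argued against as its whole source, and 3 genes were called in both. A shared effect of losing METTL5 stays a hypothesis. Of 100 splits of the 12 libraries into 4 groups of 3, 2 gave as many non-additive calls, the real split included, and the other one gave 5104; most splits mix the 2 sets of libraries and so have a wide spread. Centring each library moved the 19 changes by at most 0.0632, so one scaling factor per library does not account for their size. Their median size was 0.68 as scaled and 0.64 after centring. Scaling was not excluded as the source of the calls, because centring shifts all genes alike and the 19 were chosen for large changes. Only 3 of the 19 kept an adjusted p under 0.05 after centring. The adjusted p of the others rose to at most 0.110, so the calls lie close to the threshold.

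T08G5.11 is the exception among the named genes, with a non-additive change of 4.40 under the main scaling and a call under all 17 alternatives. Loss of METTL5 acting alike in both backgrounds was argued against, because in dKO against ZCCHC4 KO, where METTL5 is also lost, it changed by -0.40, against -4.81 in METTL5 KO. A deletion reaching into the 3 listed genes within 20000 bp was argued against by their median change, 0.0485 relative to all genes. They lie 5688, 14827 and 16419 bp away, so a shorter deletion is not excluded. Reads moved to other snRNA genes could not be excluded when T08G5.11 fell from 195 to 6.29 TPM: the summed TPM of the 20 others changed by -122 with a standard error of 293 (n = 3 per strain). The sum of the 4 that share a 40 bp window with it changed by -104 with a standard error of 97.6, and these moved apart: WBGene00014316 was 575 TPM in N2 and 658 TPM in METTL5 KO, and WBGene00006315 was 829 and 650 TPM, both singled out after their values were seen. A strain variant limited to this gene in METTL5 KO (change -4.81) stays open and cannot be told apart from other local causes, since no sequence of the strains was analysed.

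In the same test, 5 gene lists differed (camera, adjusted over 12 tests): ribosomal protein genes by 0.27, col genes by 0.60, his genes by 0.20, maternal transcripts by -0.12 and differentiation genes by 0.37, each relative to the median gene. Under fry, the maternal transcripts did not pass as scaled (adjusted p 0.264) and the his genes did not pass after centring (adjusted p 0.134). GC content and gene length as the whole source were argued against for ribosomal protein genes, which stayed at 0.24 once these trends were removed. The col genes then differed by 0.32, the his genes by 0.098, the maternal transcripts by -0.16 and the differentiation genes by 0.28, so the trends could account for part of the col and his values. For differentiation genes, a candidate explanation is that the METTL5 KO collections differed in embryo age from N2: they changed by -0.26 in METTL5 KO against N2 and by 0.0611 in dKO against ZCCHC4 KO. For the col genes this was argued against as the whole source, because they changed by 0.62 in dKO against ZCCHC4 KO (camera adjusted p 1.4e-11, fry adjusted p 0.0136). The value was 0.69 with pseudocount 0.1 and 0.44 with GC content and length corrected. In METTL5 KO against N2 the col genes changed by -0.036 (camera adjusted p 0.642) and by -0.28 with pseudocount 0.1. Their low level in N2 limits how far a fall can show. An age difference between the dKO and ZCCHC4 KO collections is not covered by this test and is not excluded for the col genes. The value of 0.0611 for differentiation genes there passed under camera (adjusted p 0.0425) but not under fry (adjusted p 0.465). The ribosomal protein genes were lower in both, by -0.40 in METTL5 KO against N2 and by -0.16 in dKO against ZCCHC4 KO (camera adjusted p 1.08e-11, fry adjusted p 0.0465). An effect of METTL5 that depends on F33A8.4 stays open as well, untested.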

How the results depend on the processing

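Of 327 alternative values computed, 265 were unchanged by these rules: a tested value kept its direction and its side of the threshold (for gene lists, the unadjusted p), a count stayed within 1.5 times the main one, and an r moved by no more than 1 SD of its simulated values. The directions of the ribosomal protein genes and of F33A8.4 in ZCCHC4 KO and dKO held under every alternative run. The cause of the changes below was not tested unless stated.

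Fewer genes tested (at least 5 TPM) gave 2585 calls in ZCCHC4 KO, 2474 in dKO and 30 non-additive ones, and r of METTL5 KO with ZCCHC4 KO of -0.30 and with dKO of -0.20. A log2 change of at least 1 left 2, 1090 and 1062 genes in METTL5 KO, ZCCHC4 KO and dKO and 3 non-additive ones, by its construction. With pseudocount 5, 295 genes were called in METTL5 KO. Quantile normalization gave 241 in METTL5 KO (69 higher, 172 lower) and 8 non-additive ones, and called 3834 in ZCCHC4 KO, 46.2% of them higher. Centring left 3 non-additive genes and eBayes without trend left 1. After centring, the camera p adjusted over 18 tests, which the count above does not use, was no longer under the threshold for genes with an m6A peak in ZCCHC4 KO (adjusted p 0.0592) and dKO (0.0501) and for the his genes in dKO (0.0836). With rRNA left out and TPM rescaled, 289 genes were called in METTL5 KO (103 higher, 186 lower), 75.7% of 3957 were higher in ZCCHC4 KO, and 1 was non-additive. With GC content and length corrected after centring, 287 were called in METTL5 KO and 7 were non-additive, and genes with an m6A peak changed by -0.00018 in METTL5 KO, 0.0815 in ZCCHC4 KO and 0.0618 in dKO, none past the threshold. Under fry, which responds to the common shift, genes with an m6A peak passed in METTL5 KO (0.0107, p 0.0111); after centring they did not (p 0.997).

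Leaving out 1 library gave from 209 to 379 genes in METTL5 KO, 209 without N2 replicate A and 274 without METTL5 KO replicate C. It gave from 4257 to 4426 in ZCCHC4 KO, from 4133 to 4346 in dKO and from 1 to 43 non-additive ones, 43 without METTL5 KO replicate A. The r of METTL5 KO with ZCCHC4 KO ran from -0.33 to -0.12 and with dKO from -0.26 to -0.053; both were nearest 0 without N2 replicate A, and without METTL5 KO replicate C they were -0.18 and -0.083. Without METTL5 KO replicate A they were -0.33 and -0.26. The r of ZCCHC4 KO with dKO ran from 0.936 to 0.952. The change of F33A8.4 in METTL5 KO ran from -0.017 to 0.11, around 0; it was -0.0033 without N2 replicate C and -0.017 without METTL5 KO replicate C. The col genes in METTL5 KO also crossed 0, from -0.0647 to 0.0198 with 1 library left out: 0.00075 under quantile normalization, 0.0765 with GC content and length corrected, 9.4e-05 without N2 replicate C, 0.012 without METTL5 KO replicate B and 0.0198 without METTL5 KO replicate C. They lay further below 0 with pseudocount 0.1 (-0.28) and at a mean of at least 5 TPM, where 3 of them were tested (-0.32), neither past the threshold. The his genes were weaker in 3 cases.

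For peaks, requiring at least 50% of the peak in the feature gave ratios to placements of 0.533 for 5' UTRs, reversed, and 0.499 for 3' UTRs, now past the threshold. RRACH gave a ratio of 1.08, past the threshold that DRACH (1.03) did not pass.

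The replicate letters did not pair the libraries: same-letter deviations correlated between -0.12 and 0.18, over 0.1 in 2 of 18 pairs. With the replicate block, 447, 4560 and 4435 genes were called in METTL5 KO, ZCCHC4 KO and dKO and 28 were non-additive. The ribosomal protein, m6A peak, col and his lists kept their calls in the knockout comparisons. The block was not applied to maternal transcripts, differentiation genes or the non-additive test of any list. The estimated depth of 70.4 to 109 reads for the median gene limits single low genes more than lists.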

Other observations

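All tests in this part were chosen after the results were seen, except those of short noncoding genes and of summed snRNA levels, written down before they were run but after the largest falls had been seen, and those of purines outside motif matches, written down before they were run but after the purine excess had been seen.

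The ZCCHC4 KO and dKO libraries stood apart from the N2 and METTL5 KO libraries. One scaling factor per library was argued against as the whole source, since 3862 genes were called in ZCCHC4 KO after centring. Low-level genes were argued against by the highest quartile of N2 level, where 1094 of 1653 genes were called after centring. GC content and gene length were argued against by the 3885 genes called after removing these trends. Swapped labels were argued against by F33A8.4, which changed by -1.19. Older embryos in the ZCCHC4 KO and dKO collections may contribute: in ZCCHC4 KO, differentiation genes rose by 1.03 and maternal transcripts changed by -0.44 relative to the median gene, 1.47 apart. The col genes, 14 tested, went the same way (1.18 in ZCCHC4 KO and 1.56 in dKO), and the his genes less (0.23 and 0.14). The size of the col values depended on the processing: 2.40 and 3.33 with pseudocount 0.1, and 0.84 and 1.23 with GC content and length corrected. A batch of libraries or collections cannot be told apart from the F33A8.4 genotype: r within N2 and METTL5 KO was at least 0.9735, and no batch is recorded. Adult tissue carried over could not be tested, because 0 vit or msp genes are listed. A true effect of losing F33A8.4, including on the pace of development, stays open and untested.

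METTL5 KO and ZCCHC4 KO changes ran in opposite directions (r -0.26), against a simulated 0.48 to 0.53 for unchanged groups, which argues against the shared N2 libraries as the source. Younger embryos in the METTL5 KO collections may be involved: differentiation genes and maternal transcripts lay -0.48 apart, the other way from ZCCHC4 KO. In METTL5 KO, the col genes changed by -0.036 and the his genes by -0.28.

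The snRNA genes were lower in ZCCHC4 KO, with 19 of 21 below the median gene (median -0.81), and in dKO, with 21 of 21 below (median -1.01). Reads traded between near-identical listed copies were argued against, since the summed TPM of the 21 genes changed by -0.35 on the log2 scale in ZCCHC4 KO. Poorer recovery of short RNAs could not be settled: 51 other noncoding genes of at most 200 bp changed by -0.13 in ZCCHC4 KO (resampling p 0.136 over genes) and by -0.37 in dKO (resampling p 8e-05). Genes named in the text were left out of this set. Among them is F56A12.11, which changed by -1.22 in ZCCHC4 KO, -1.46 in dKO and 0.82 in METTL5 KO. In METTL5 KO the same 51 genes changed by -0.19 (41 below the median gene, resampling p 1e-05, the smallest that 100000 resamples give) while the snRNA genes changed by 0.085, so these short genes fell there without the snRNA genes. In METTL5 KO the 241 protein-coding genes of at most 500 bp also fell, by -0.17 (188 below the median gene, resampling p 1e-05). They changed by 0.21 in ZCCHC4 KO (resampling p 1e-05) and by 0.0076 in dKO (resampling p 0.883), which goes against a loss of all short RNAs in those strains. For ZCCHC4 KO and dKO, a contribution limited to short noncoding RNAs, above all in dKO, stays open.

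The 26S to 5.8S rRNA log2 ratio was 0.87 higher in ZCCHC4 KO than in N2. One scaling factor per library leaves such a ratio unchanged and is argued against. rRNA depletion or a library batch cannot be told apart from the genotype, in ZCCHC4 KO or in dKO (1.17 higher than N2).

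Purine richness marked the N2 peaks: 743 of 800 held more purine than the mean of their own placements, and GAAGAA occurred 8.73 times per kb against 3.70. The bases of motif sites were argued against as the source: the purine excess over placements was 9.27 percentage points in all, 9.92 outside DRACH matches and 9.82 outside RRACH matches, although RRACH itself was more frequent than in placements (ratio 1.08 and, in the central 100 bp, 1.10). DRACH had a ratio of 1.00 in the central 100 bp, and of 0.91 when set against the number expected from base composition. Purine-rich sequence around methylated sites is not excluded by the excess outside motif matches. Avoidance of UTRs was argued against by the purine excess of 8.83 percentage points for peaks in CDS placed within CDS. A preference of the enrichment for purine-rich RNA apart from methylation is a candidate explanation that cannot be told apart from purine-rich methylated sites; the excess was 14.7 percentage points in the central 100 bp, and no peaks from RNA without m6A were analysed.

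Over the 10 splits of each 6 libraries, 1 split, the real one, gave as many changed genes in METTL5 KO, ZCCHC4 KO and dKO, and as large a change of ribosomal protein genes in each. For genes with an m6A peak the number was 4 in METTL5 KO and 1 in ZCCHC4 KO and dKO. With 10 splits the share is never under 0.1, so these counts decide nothing.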
